# Identification of Highly Methylated Genes across Various Types of B-Cell Non-Hodgkin Lymphoma

**DOI:** 10.1371/journal.pone.0079602

**Published:** 2013-11-19

**Authors:** Nicole Bethge, Hilde Honne, Vera Hilden, Gunhild Trøen, Mette Eknæs, Knut Liestøl, Harald Holte, Jan Delabie, Erlend B. Smeland, Guro E. Lind

## Abstract

Epigenetic alterations of gene expression are important in the development of cancer. In this study, we identified genes which are epigenetically altered in major lymphoma types. We used DNA microarray technology to assess changes in gene expression after treatment of 11 lymphoma cell lines with epigenetic drugs. We identified 233 genes with upregulated expression in treated cell lines and with downregulated expression in B-cell lymphoma patient samples (n = 480) when compared to normal B cells (n = 5). The top 30 genes were further analyzed by methylation specific PCR (MSP) in 18 lymphoma cell lines. Seven of the genes were methylated in more than 70% of the cell lines and were further subjected to quantitative MSP in 37 B-cell lymphoma patient samples (diffuse large B-cell lymphoma (activated B-cell like and germinal center B-cell like subtypes), follicular lymphoma and Burkitt`s lymphoma) and normal B lymphocytes from 10 healthy donors. The promoters of *DSP*, *FZD8*, *KCNH2,* and *PPP1R14A* were methylated in 28%, 67%, 22%, and 78% of the 36 tumor samples, respectively, but not in control samples. Validation using a second series of healthy donor controls (n = 42; normal B cells, peripheral blood mononuclear cells, bone marrow, tonsils and follicular hyperplasia) and fresh-frozen lymphoma biopsies (n = 25), confirmed the results. The DNA methylation biomarker panel consisting of *DSP*, *FZD8*, *KCNH2,* and *PPP1R14A* was positive in 89% (54/61) of all lymphomas. Receiver operating characteristic analysis to determine the discriminative power between lymphoma and healthy control samples showed a c-statistic of 0.96, indicating a possible role for the biomarker panel in monitoring of lymphoma patients.

## Introduction

The transformation of normal cells into cancer cells is a multistep process, involving irreversible changes of the DNA sequence [1]. Non-Hodgkin lymphoma (NHL) is the sixth most common cancer type in the United States with 69 740 new cases per year (2013) [2]. Several of the NHL subtypes are characterized by known chromosome translocations involving immunoglobulin gene loci and different proto-oncogenes, which lead to oncogene activation. Translocations between immunoglobulin genes and *BCL2*, *MYC*, and *BCL1/CYCLIN D1* are found in the majority of follicular Lymphoma (FL), Burkitt`s Lymphoma (BL), and Mantle Cell Lymphoma, respectively [3]–[5]. Interestingly, the *BCL2* translocation can be detected by sensitive methods in the blood of 16–45% of healthy donors [6], indicating that additional aberrations are required for lymphomagenesis.

Aberration in the DNA methylation pattern is known to be a frequent event in cancer. In addition to a global hypomethylation, several gene promoters become hypermethylated in NHL, including well-established tumor suppressor genes such as *CDKN2A* (*p16*) [7], *DAPK* [8], and *CRBP1* [9]. Although the number of methylated genes found in NHL is constantly increasing [10], [11], most studies are focusing on only one NHL type [12]–[15] and so far only a handful studies have examined the putative use of methylation markers as diagnostic or prognostic tools [16]–[18]. This is however of importance since, due to new treatment regimes, established biomarkers for NHL are losing the power of predicting patients outcome. This is underscored by the introduction of rituximab in the treatment of NHL, which diminished the previous prognostic significance of BCL2 [19]. The aim of this study is to identify highly methylated genes across various NHL types. We further analyze the ability of the candidate genes to differentiate lymphoma patients from healthy controls.

## Materials and Methods

### 2.1 Patients and Cell Lines

In the present study we included DNA from 62 fresh-frozen primary diagnostic biopsies of patients diagnosed with B-cell lymphoma (activated B cell like diffuse large B-cell lymphoma (DLBCL ABC); *n* = 18, germinal centre cell like diffuse large B-cell lymphoma (DLBCL GCB); *n* = 17, primary mediastinal B-cell lymphoma (PMBL); *n* = 6, follicular lymphoma (FL); *n = *14 and Burkitt`s lymphoma (BL), *n* = 7) and 52 various healthy donors (CD19^+^-B-cells isolated from buffy coat with CD19^+^ Dynabeads (Invitrogen) as previously described [20]; *n* = 20, follicular hyperplasia samples; *n* = 9, peripheral blood mononuclear cells; *n* = 10, bone marrow, *n* = 3 and tonsils; *n* = 10). The patients included in this study had a median observation time of 36 months, and during this time eight out of 62 patients (13%) died. Additional information about the patients can be found in Table 1. Patients with BL were treated according to an intensified chemotherapy regimen with rituximab (GMALL 2002) and FL patients, if in need of therapy, with rituximab monotherapy, cyclophosphamide, vincristine, predisolone (CVP) plus rituximab or cyclophospamide, doxorubicine, vincristine, prednisolone (CHOP) plus rituximab. DLBCL patients were treated with CHOP-like therapy plus rituximab. All samples analyzed in the present study were collected prior to patient treatment.

**Table 1:** Patient characteristics.

	Test series	Validation series
**Number of patients**	**37**	**25**
** Number of BL**	**7**	**0**
IPI low (0–2)	4	
IPI high (3–5)	3	
Stage 1–2	4	
Stage 3–4	3	
** Number of DLBCL ABC**	**10**	**8**
IPI low (0–2)	4	2
IPI high (3–5)	3	2
Stage 1–2	3	2
Stage 3–4	7	6
** Number of DLBCL GCB**	**10**	**7**
IPI low (0–2)	7	3
IPI high (3–5)	2	1
Stage 1–2	3	3
Stage 3–4	6	4
** Number of FL**	**10**	**4**
FLIPI low (0–2)	5	1
FLIPI high (3–5)	1	1
Stage 1–2	2	1
Stage 3–4	4	3
** Number of PMBL**	**0**	**6**
IPI low (0–2)		2
IPI high (3–5)		0
Stage 1–2		4
Stage 3–4		2
**Male/female quotient**	**3,1**	**0,9**
**Median age, year (range)**	**61 (34–73)**	**55 (29–81)**

The international prognostic index (IPI) and follicular lymphoma IPI (FLIPI) status or stage could not be obtained from all patients. Abbreviations: Burkitt`s lymphoma (BL), diffuse large B-cell lymphoma (DLBCL) activated B-cell type (ABC), germinal center B-cell type (GCB), follicular lymphoma (FL) and primary mediastinal B-cell lymphoma (PMBL).

Eighteen B-cell lymphoma cell lines were examined: BL: BL41 (purchased from DSMZ, Germany), Namwalwa (ATCC), Raji and Ramos (DSMZ); DLBCL ABC: HLY-1 [21], OciLy3 [22], OciLy10 [22], and U2932 (DSMZ); DLBCL GCB: NUDHL1, OciLy2, OciLy7, OciLy19, SUDHL4, and SUDHL10 (L. Staudt), SUDHL6 (DSMZ); and FL: K422, SC-1 and ROS50 (DSMZ). OciLy2, -3, -7, -10, and -19 were cultured in IMDM medium (Invitrogen) supplemented with 20% human plasma (SeraCare Life Sciences, Inc.; California, USA), 55 µM β-mercaptoethanol (Invitrogen), 100 Units/ml penicillin and 0.1 mg/ml streptomycin (PAA Laboratories) at 37°C with 5% CO_2_. The remaining lymphoma cell lines were cultured in RPMI 1640 (PAA Laboratories, Austria), supplemented with 10% fetal calf serum (PAA Laboratories), 100 Units/ml penicillin and 0.1 mg/ml streptomycin (PAA Laboratories) at 37°C with 5% CO_2_. All cell lines have been authenticated by STR-loci analysis, which has been compared to the database of DMZG. The STR results of non-commercially available cell lines will be provided on request.

### 2.2 Ethical Statement

The study has been performed in accordance with the Declaration of Helsinki and is approved by the Regional Committees for Medical and Health Research Ethics, Region Eastern Norway (S-05145). An informed consent has been signed by all patients who have been included in this study.

### 2.3 Nucleic Acid Isolation

DNA and total RNA from cell lines and CD19^+^-B-cells were isolated using the AllPrep DNA/RNA/protein Kit from Qiagen. Concentrations were measured using the ND-1000 NanoDrop (Thermo Scientific). RNA quality was measured with the 2100 Bioanalyzer (Agilent Technologies).

### 2.4 Epigenetic Drug Treatment of Lymphoma Cell Lines

Eleven B-cell lymphoma cell lines (BL: Raji, BL41, Ramos; DLBCL ABC: HLY-1, OciLy3, OciLy10; DLBCL GC: SUDHL4, SUDHL6; and FL: K422, SC-1, ROS50) were treated with a combination of the demethylating reagent 5-aza-2′deoxycytidine (aza; 1 µM for 72 h) and the histone deacetylase inhibitor trichostatin A (TSA; 0.5 µM added the last 12 h). The same cell lines, cultured in parallel without treatment, were used as a control.

### 2.5 Gene Expression Microarray Analysis

Epigenetically drug treated cell lines and their untreated counterparts were analyzed with the Applied Biosystems Human Genome Survey Microarray following manufacturer’s protocol. In brief, 1.5 µg of total RNA was labeled using the Chemiluminiescent RT-IVT Labeling Kit from Applied Biosystems. Hybridization was performed at 55°C for 16 h using 10 µg of the labeled cRNA. Chemiluminescence detection and image analysis were performed using Applied Biosystems Chemiluminescence Detection Kit and Applied Biosystems 1700 Chemiluminescent Microarray Analyzer according to the manufacturer’s protocol. Post-processing and normalization was done with the R-script “ABarray” and Bioconductor. Only array elements that were at least 2-fold up-regulated after the epigenetic drug treatment in at least 6 out of the 11 analyzed cell lines, were considered to be candidate genes for methylation in B-cell lymphoma cell lines. Raw data have been deposited in the Gene Expression Omnibus (GEO) public repository for microarray data (accession number GSE46064).

Gene expression data from 480 B-cell lymphomas (BL *n = *24, GSE 4732 [23]; DLBCL ABC *n = *168, GEO accession number GSE10846 [24]; DLBCL GC *n = *97, GEO accession number GSE10846 [24]; FL *n = *191, unpublished) were accessible for the project from the Leukemia Lymphoma Molecular Profiling Project (LLMPP). To compare the tumor gene expression to healthy donors, RNA from CD19^+^-B-cells (*n = *5) was analyzed on the same Affymetrix HG-U133 Plus 2.0 arrays and were normalized with the same protocol as the tumor samples in a LLMPP facility (GEO accession number GSE46062).

### 2.6 Experimental Strategy for Identifying Methylated Candidate Genes

To increase the likelihood of selecting appropriate candidates for DNA methylation in B-cell lymphomas, we used a multistep strategy focusing on genes that in addition to being upregulated by epigenetic drug treatment in cell lines were also downregulated in lymphomas compared to normal CD19^+^-B-cells. The candidate genes were subject to further analyses in cancer cell lines (MSP) and finally in patient material (qMSP) (Figure 1).

**Figure 1:**
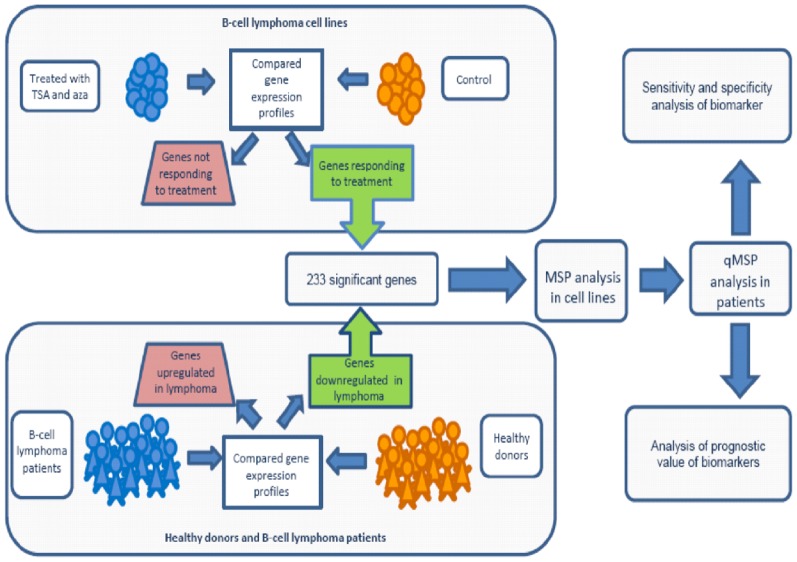
Experimental setup. Gene expression profiling was performed on 11 B-cell lymphoma cell lines, with and without epigenetic drug treatment. Genes responding to the epigenetic drugs were further analyzed in B-cell lymphoma patients (*n* = 480) compared to B cells from healthy donors (*n* = 5) to see if they were downregulated. These criteria were met by 233 genes. The top 30 genes were selected for Methylation-specific-PCR (MSP) analysis in 18 B-cell lymphoma cell lines. Genes with a methylation frequency above 70% in cell lines were further validated by quantitative MSP (qMSP) in B-cell lymphoma patients (*n* = 37). The biomarker potential (both for detection and prognostication) of the candidates was subsequently evaluated.

### 2.7 Methylation Specific Polymerase Chain Reaction (MSP)

All DNA methylation candidates from the array approach mentioned above were analyzed using the RefSeqs from the UCSC Genome browser database (http://genome.ucsc.edu/) and default settings in the CpG Island Searcher Software [25] in order to see if they had a CpG island present in their promoter. The input sequence included 1000 bp upstream and 500 bp downstream of the transcription start site.

Genes containing a promoter CpG-Island were analyzed by MSP in all cell lines (*n = *18) and in CD19^+^-B-cells. Primers were designed using the Methyl Primer Express 1.0 Applied Biosystems, their sequences are provided in Table S1. DNA from normal blood and *in vitro* SssI methyltransferase (New England Biolabs Inc.) treated DNA (Human placenta DNA (Sigma)), was used as an unmethylated and methylated positive control, respectively, and dH_2_O replacing the bisulfite template was the negative control in both reactions.

For each sample, 1.3 µg DNA was bisulfite treated with the EpiTect bisulfite kit (Qiagen), according to the manufacturer’s protocol. For the MSP reaction the HotStarTaq polymerase (0.6 units) was used along with 10x PCR buffer containing MgCl_2_ (all Qiagen), dNTP mix (10 nM each; Roche), and 20 pmol of each primer (Eurofins MWG operon, Germany). Approximately 32.5 ng bisulfite-converted DNA was used as template and the total volume of the PCR reactions was 25 µl. The following PCR program was used: 15 min at 95°C to activate the enzyme; followed by 35 cycles: 95°C for 30 sec (denaturation), annealing for 30 sec, and 72°C for 30 sec (elongation). A final elongation at 72°C for 7 min completed the PCR reaction. PCR products were loaded on a 2% agarose gel, stained with SYBR Safe (Invitrogen), and visualized by UV irradiation using a Geldoc (Biorad). For all samples and all genes, two independent PCR reactions were performed.

### 2.8 Bisulfite Sequencing

Bisulfite sequencing primers were designed using Methyl Primer Express 1.0 (Applied Biosystems) to flank the MSP primer binding sites in the respective gene promoter. Primer sequences are provided in Table S1. *KCNH2* was not sequenced since the high CpG density of the promoter region in question made it challenging to amplify the unmethylated and methylated alleles equally efficient.

For the initial amplification the same PCR conditions as for the MSP was applied. PCR products were cleaned from excess primer and nucleotides with ExoSAP-IT (GE Healthcare) following the manufactures instructions. The purified products were sequenced using the Big Dye sequencing kit 1.1 in an ABI Prism 3700 Genetic Analyzer (Applied Biosystems). The approximate amount of methyl cytosine of each CpG site was calculated by comparing the peak height of the cytosine signal with the sum of the cytosine and thymine peak height signals. Unmethylated CpG sites included ratios between 0 and 0.20, partially methylated included ratios from 0.21 to 0.80, and a ratio from 0.81 to 1.0 was considered to be fully methylated.

### 2.9 Quantitative Methylation-specific Polymerase Chain Reaction (qMSP)

Primers and probes for qMSP were designed with Applied Biosystems Primer Express 3.0 Software to anneal to bisulfite treated and fully methylated DNA (sequences are provided in Table S1). In a 20 µl reaction, approximately 32.5 ng bisulfite treated DNA was used as template in addition to 10 µl 2xTaqMan Universal PCR Master Mix No AmpErase UNG (Applied Biosystems), 0,9 µM of forward and reverse primer and 0,2 µM probe. The PCR program started with an incubation step at 95°C for 10 min, followed by 45 cycles of 95°C for 15 sec and 60°C for 1 min. The samples were run in triplicates on a ABI Prism 7900 HT Sequence detection system and analyzed with the sequence detector system 2.3 (Applied Biosystems). The analyzed genes were normalized for DNA input using ALU-C4 as a reference gene [26]. A standard curve of bisulfite treated universal methylated DNA (Chemicon, Millipore) was used to determine the quantity of methylated DNA in each sample.

For all samples, amplification after cycle 35 was censored. We calculated the percent of methylated reference (PMR) by using the median GENE:ALU ratio of a sample and divided it by the median GENE:ALU ratio of the positive control (CpGenome Universally Methylated DNA) and multiplied it by 100. The highest PMR value across the healthy controls was used as a threshold for scoring samples as methylation positive (Table S2).

## Results

### 3.1 Identification of Methylated Candidate Genes in B-cell Lymphoma

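Gene expression was measured in 11 established B-cell lymphoma cell lines, each as 1 untreated culture and 1 culture treated with aza and TSA (aza/TSA), on 22 arrays. The lines came from Burkitt lymphoma (BL; Raji, BL41 and Ramos), from the activated B-cell-like type of diffuse large B-cell lymphoma (DLBCL ABC; HLY-1, OciLy3 and OciLy10), from its germinal center type (DLBCL GCB; SUDHL4 and SUDHL6) and from follicular lymphoma (FL; K422, SC-1 and ROS50). The treated cells received 1 µM aza, an inhibitor of DNA methyltransferases, for 72 h and 0.5 µM TSA, an inhibitor of histone deacetylases, for the last 12 h, as the paper states. The labels of the samples add that aza was given every 24 h. Each line served as its own control, and the lines were the replicates, so that the number of arrays limits the precision. No culture received aza or TSA alone. OciLy3 and OciLy10 grew in IMDM with human plasma and the other 9 lines in RPMI with fetal calf serum.

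The Applied Biosystems Human Genome Survey Microarray is a 1-colour array read by chemiluminescence. According to the paper, 1.5 µg of total RNA, isolated with the AllPrep kit, was labeled with the Chemiluminescent RT-IVT kit, and 10 µg of labeled cRNA was hybridized at 55 °C for 16 h. The labels instead name Trizol, 1 µg of total RNA and the NanoAmp RT-IVT kit. Of the elements of the array, 17073 could be assigned to exactly 1 gene (15461 genes), 139 carry several gene symbols and 15666 are unnamed here. The median signal of an array before normalization ranged from 717 to 1582 in untreated cultures (median 1078) and from 633 to 2154 in treated cultures (median 1182). The deposited table of the authors equals the log2 of the deposited signals after quantile normalization between arrays, to within 5.0e-09, and these log2 values were used. The 75th percentile of the signals before normalization lay between 2901 and 4547 on the 6 arrays of HLY-1, OciLy10 and SUDHL4, and between 4310 and 15058 on the other arrays. These 3 lines, untreated and treated alike, also stood apart on the second principal component of the normalized values, while the first, with 16.4% of the variance, separated treated from untreated arrays. For each element, treated minus untreated log2 values were tested across the 11 lines with limma, with the cell line as a block and Benjamini-Hochberg adjustment at 0.05.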

An overview of the experimental design as well as how candidate genes have been selected for subsequent DNA promoter methylation analysis is provided in Figure 1. The epigenetic drug treatment of B-cell lymphoma cell lines (BL: Raji, BL41, Ramos; DLBCL ABC: HLY-1, OciLy3, OciLy10; DLBCL GC: SUDHL4, SUDHL6; FL: K422, SC-1, ROS50) with 5-aza-2′deoxycytidine (aza) and Trichostatin A (TSA) and a subsequent genome-wide expression analysis revealed that 2027 array elements were upregulated a minimum of two fold in at least 6 out of the 11 analyzed cell lines.

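Among named genes that changed the same way in all 11 lines, the largest increase after aza/TSA was in DHRS2, a short-chain dehydrogenase. Its normalized signal rose from 9.91 ± 3.41 to 17.22 ± 1.74 on the log2 scale (mean ± SD, n = 11 lines), a log2 fold change of 7.31 (SE 0.67, adjusted p = 5.3e-06 from limma). SYCP3, a component of the synaptonemal complex of meiotic cells, rose from 8.28 ± 0.36 to 14.69 ± 0.95 (log2 fold change 6.41, SE 0.29, adjusted p = 9.3e-08 from limma). The heat shock genes HSPA1A and HSPA2 rose by 6.31 and 5.08 log2 units, and GAGE4, a cancer-testis antigen, by 5.54. HSPA1A and GAGE4 have nearly identical paralogs that can bind the same array element. The other genes among the 10 largest increases were the lysosomal protease gene CTSV (5.00), the vitamin B12 carrier TCN2 (4.95), the neuronal pentraxin NPTX2 (4.90), the histone gene H2BC21 (4.89) and ULBP2, a ligand of the NKG2D receptor (4.84). No untreated array had SYCP3 or NPTX2 above the median of the array, and the sizes and the order of such increases depend on the dimmest signals: with values floored at their 25th percentile, SYCP3 had a log2 fold change of 5.94, HSPA1A of 6.05 and NPTX2 of 3.98.

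The decreases included BLNK and SYK, members of a fixed list of B cell identity genes. BLNK, the linker protein of the B-cell receptor, fell by 3.65 log2 units (SE 0.24, adjusted p = 7.2e-07 from limma) and the kinase SYK fell by 3.24. RASGRP3, an activator of Ras, fell by 3.23 and the B-cell surface protein CD180 fell by 3.22. The others of the 10 largest decreases were PVRIG (-4.84), TNFRSF17, the receptor BCMA of plasma cells (-4.28), IRAG2 (-4.13), RGS13 (-4.09), EVI2A (-3.75) and PTPN7 (-3.54). All of these genes, the increases included, were picked among genes that passed limma's threshold and moved the same way in all 11 lines. Neither property is therefore a separate result. Their highest adjusted p from limma was 6.5e-04, the value of CD180.

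Of all array elements, 2143 were at least 2-fold higher after treatment in at least 6 of the 11 lines, and 237 of these in all 11 lines. The named elements among them stand for 1457 genes. The mirrored rule was met by 1908 elements that were at least 2-fold lower, 175 of them in all 11 lines. The balance of the 2 counts depends on the scaling, with 1676 elements higher and 2771 lower after median scaling, and 1906 and 2310 without normalization. By limma, 3674 elements rose, 4064 fell and 25140 did not pass the test, and 1940 of the 2143 elements were among those that rose. In 967 of the 2143 elements (45.1%) the mean untreated signal lay below the array median, and in 267 the treated mean did as well. A single line had between 3955 (K422) and 5601 (BL41) elements that were at least 2-fold higher, with a median of 5150 over the lines. Without HLY-1, OciLy10 and SUDHL4, left out after the data were seen, 1904 elements were higher and 1597 lower by the rule, which then needed 5 of 8 lines. A fit without the cell line as a block, which ignores that each line served as its own control, called 2059 elements up and 2136 down.

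**Figure D1:**
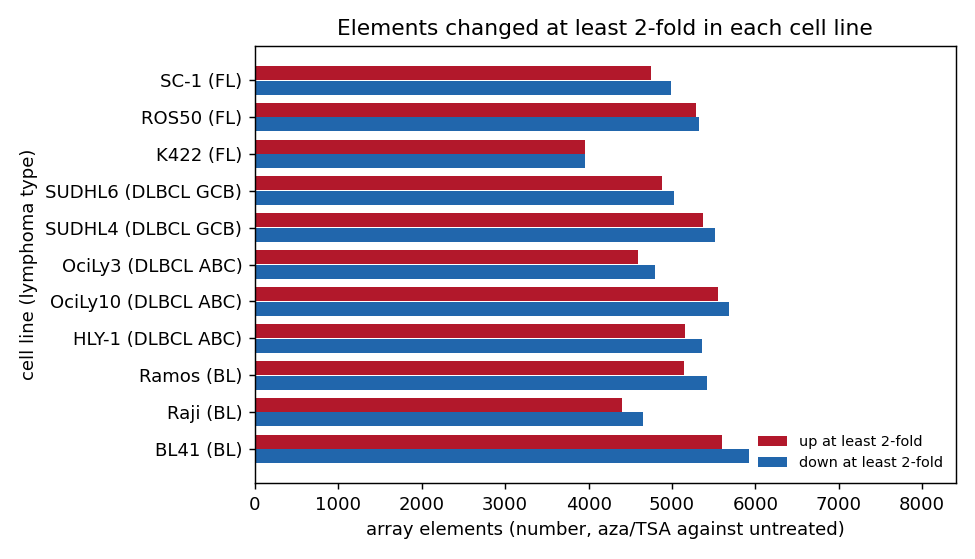
Number of array elements at least 2-fold higher (red) or lower (blue) after aza/TSA in each of the 11 cell lines, with the lymphoma type in parentheses. In all lines both directions are present, from 3955 elements higher in K422 to 5601 in BL41.

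The size of the response did not differ between the 4 lymphoma types for any element by limma's F-test after adjustment (0 elements, smallest adjusted p = 0.0736), and 2141 elements had an unadjusted p under 0.05, where chance gives 1644. A fit with a mean-variance trend called 0 elements, one with only detected elements 2, one with values floored at the 25th percentile 1, and the fits without SUDHL4 and without SUDHL6 1 each. On simulated data the test found 0% of elements that responded 4-fold more in 1 type and 22% of those that responded 8-fold more.

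The paper considered the elements that met its rule to be candidate genes for methylation in B-cell lymphoma cell lines.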

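Gene lists fixed before the data were examined describe the treated cells further. Of 24 measured genes known to respond to histone deacetylase inhibitors, 18 rose and 1 fell (20 and 1 when adjusted over the list alone), with a median log2 fold change of 2.06. DHRS2 and H2BC21 led them, and CDKN1A, the cell cycle inhibitor p21, rose by 1.97 (SE 0.40), while CCN2, a secreted matrix protein, fell by 0.86, a call lost without HLY-1, OciLy10 and SUDHL4 (-0.57). The shift of this list against all other genes had an adjusted p = 3.1e-09 from camera with a preset correlation of 0.01, and adjusted p = 0.00650 with an estimated correlation. Metallothioneins, which bind heavy metals, rose in 7 of 8 members (7 when adjusted over the list alone), with a median of 2.23 and MT1E (2.89) and MT1F (2.78) at the top. Camera gave this list an adjusted p = 8.9e-05, but an adjusted p = 0.153 with an estimated correlation, and its median was up in 10 of 11 lines.

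Immediate-early genes and AP-1 subunits, which answer growth and stress signals, rose in 15 of 29 members and fell in 0 (18 rose when adjusted over the list alone), with a median of 1.16. IER3 rose by 3.88 log2 units. The study chose 10 of the 29 on these arrays, so for them the direction is not independent evidence. The counts, the median and the p of this list include these 10, and the list was not tested without them. The adjusted p was 1.1e-05 from camera and an adjusted p of 0.118 with an estimated correlation. Cancer-testis antigens, proteins normally restricted to germ cells, rose in 17 of 37 members and fell in 0 (21 rose when adjusted over the list alone), with a median of 0.90. SYCP3 and GAGE4 led this list. MAGEA4, MAGEA1, DDX43 and PRAME, picked out after their values were seen, rose by 5.02, 4.17, 3.79 and 3.36. Camera gave an adjusted p = 4.1e-06, and an adjusted p = 0.127 with an estimated correlation. Interferon-stimulated genes rose in 11 of 33 members and fell in 2 (the same counts when adjusted over the list alone), with a median of 0.50. The median of this list was up in 8 lines and down in 3. IFI6 rose by 4.03 and OASL by 3.84, while OAS2, a sensor of double-stranded RNA, fell by 1.90. The adjusted p was 0.00498 from camera and an adjusted p of 0.451 with an estimated correlation. Among markers of cell types other than B cells, 6 of 16 neuronal genes rose (7 when adjusted over the list alone; median 0.59), led by CHGB (2.72) and NEFM (1.97), and 5 of 11 epithelial genes (6 when adjusted over the list alone; median 0.35), led by KRT18 and ELF3 (both 2.47). None fell in either list (0 and 0). T cell and myeloid markers did not rise: 0 rose and 2 fell of 14 T cell markers, and 0 rose and 0 fell of 11 myeloid markers. For the neuronal list the adjusted p was 0.0154 from camera and an adjusted p of 0.153 with an estimated correlation, and for the epithelial list 0.00979 and an adjusted p of 0.237.

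Of 29 measured B cell identity genes, 18 fell, 0 rose and 11 did not pass the test (21 fell when adjusted over the list alone), with a median log2 fold change of -1.68. Besides BLNK and SYK, these included POU2AF1, a coactivator of immunoglobulin genes, which fell by 3.22, the B-cell receptor subunit gene CD79B, which fell by 2.78, and MS4A1, the gene of CD20, which fell by 2.55; these 3 were picked out after their values were seen. The transcription factor PAX5 did not pass the test, at -0.18 log2 units with low signals in both groups (9.05 and 8.87). Camera gave an adjusted p = 9.2e-09, and an adjusted p = 0.0697 with an estimated correlation. Germinal centre genes fell in 8 of 11 members and rose in 0 (9 fell when adjusted over the list alone), with a median of -1.75. RGS13 led them, and BCL7A fell by 2.76. The adjusted p was 3.8e-05 from camera and an adjusted p of 0.153 with an estimated correlation. Plasma cell genes fell in 5 of 11 members and rose in 0 (6 fell when adjusted over the list alone), with a median of -1.18; TNFRSF17 led them, and CD27 fell by 2.40, a call lost without the cell line as a block. Camera gave an adjusted p = 0.00498, and an adjusted p = 0.0697 with an estimated correlation. Proliferation genes fell in 19 of 39 members and rose in 1 (21 and 2 when adjusted over the list alone), with a smaller median of -0.42. The mitotic kinase PLK1 fell by 1.89, while the thymidine kinase TK1 rose by 2.11. The adjusted p was 2.2e-04 from camera and an adjusted p of 0.451 with an estimated correlation.

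**Figure D2:**
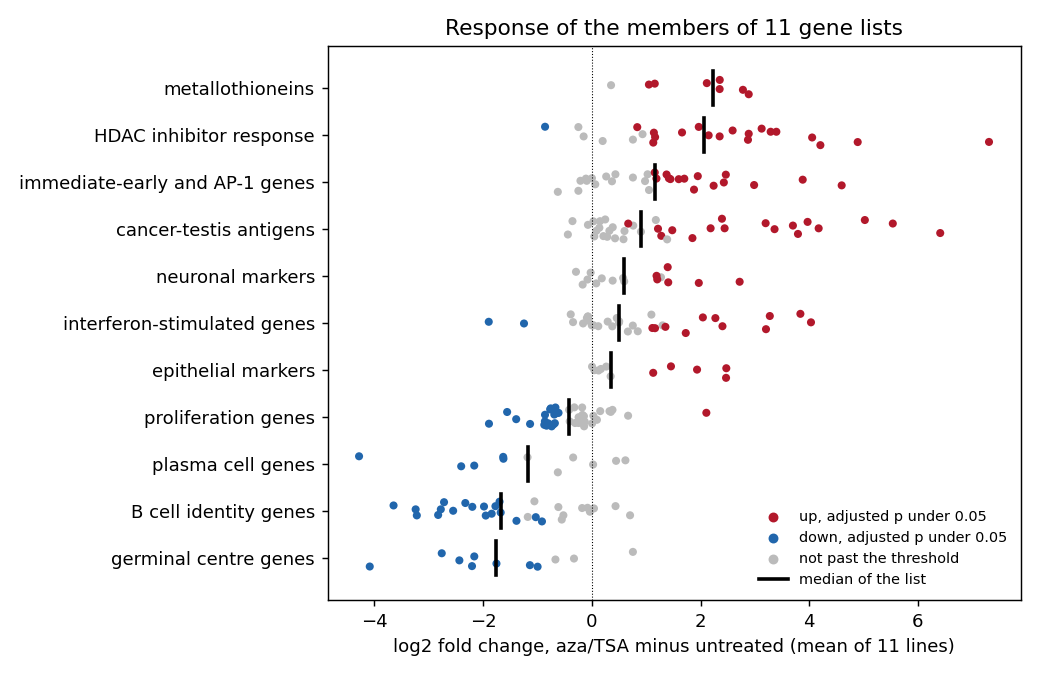
Log2 fold change (aza/TSA minus untreated, mean of 11 lines) of each measured member of 11 gene lists. Points are genes, coloured red or blue where limma's adjusted p is under 0.05 (up or down) and gray otherwise; vertical bars are the list medians, from 2.23 for metallothioneins to -1.75 for germinal centre genes.

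Camera called 12 of 26 lists, 8 up and 4 down, the study's own candidates included, and 2 of them, the candidates and the genes that respond to histone deacetylase inhibitors, held with an estimated correlation. The candidates were chosen for rising on these arrays, so their call is no evidence. The medians of the 12 lists kept their direction with median scaling, without normalization and with quantile normalization of log2 values.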

From a dataset of 480 B-cell lymphomas and 5 normal peripherial blood CD19^+^-B-cells, we identified 5736 downregulated array elements. Downregulated elements included all elements with a lower median expression value across all lymphoma samples compared to the median expression value of the controls. The overlap between the two microarray dataset analyses (the 2027 upregulated array elements from the cell line approach and the 5736 downregulated array elements from gene expression microarray analysis of clinical samples) consisted of 233 genes (Figure 1). This list was finally ranked according to the degree of downregulation in lymphoma samples. The top 30 genes were subjected to downstream analysis (Figure 2 and Tables 2 and S3).

**Figure 2:**
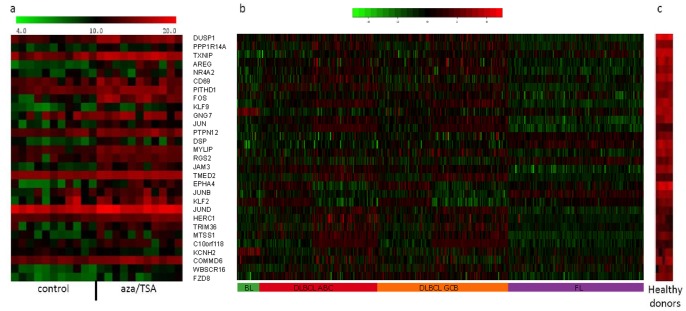
Gene expression profiles of 30 candidate genes. Gene expression profiles of 11 B-cell lymphoma cell lines treated (aza/TSA) and untreated (a), 480 B-cell lymphomas (b) and CD19^+^-B-cells from five healthy donors (c) for the 30 candidate genes for DNA methylation. Genes have been sorted according to the level of downregulation in patients compared to healthy controls.

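Among the candidates, the transcription factor subunit FOS, the phosphatase DUSP1 and the ubiquitin ligase MYLIP were at least 2-fold higher in all 11 treated lines. FOS rose from 9.89 ± 1.51 to 14.49 ± 1.41 (mean log2 signal ± SD, n = 11), a log2 fold change of 4.60 (SE 0.54, adjusted p = 3.2e-05 from limma). DUSP1 rose by 2.43 (SE 0.20) and MYLIP by 2.04 (SE 0.21). KLF2 (2.99), EPHA4 (2.71), TXNIP (2.59), JAM3 (2.48) and TRIM36 (2.39) rose by more than 2 log2 units as well, and KLF2 was at least 2-fold lower in 2 lines. Of 29 candidates with a named element, 26 rose and 1 fell by limma (28 and 1 when adjusted over the list alone), and the median was 1.44. The shift of the list had an adjusted p = 2.2e-10 from camera and adjusted p = 0.00530 with an estimated correlation. The genes were chosen by the study on these arrays for being higher, so neither the counts nor these p are independent evidence. CD69 (1.05, adjusted p = 0.0984 from limma) and JUNB (1.03, adjusted p = 0.0598 from limma) did not pass the test. JUNB did with only detected elements, with the floor, with a variance trend, with the mean over elements and without HLY-1, OciLy10 and SUDHL4 (1.44). JUNB has 1 element, and its log2 fold change stayed at 1.03 with only detected elements, the variance trend and the mean over elements. In these 3 settings only the test around it changed. The gene that fell was RCC1L, listed by the paper as WBSCR16. Its brighter element fell by 1.78 (SE 0.13, adjusted p = 1.3e-06 from limma) and was at least 2-fold lower in 11 of 11 lines, while the other element named for it had a log2 fold change of -0.01.

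The 2-fold rule was met by 26 candidates, 14 of them in at least 8 lines and 6 in exactly 6 lines. CD69 and PPP1R14A reached 2-fold in 5 lines and the brighter element of RCC1L in 0. AREG has no element named here. In 11 of the 29 the mean untreated signal was below the array median. Without OciLy3 and OciLy10, which grew in another medium, 17 candidates were 2-fold higher in at least 6 of the 9 other lines, a stricter share, and 24 in at least 5 of 9, a number chosen after the data were seen. With a 3-fold threshold 12 met the rule.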

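The 7 genes in bold in Table S3 showed moderate increases from low or middle signals. DSP, the desmosomal protein desmoplakin, rose from 8.71 ± 0.71 to 10.15 ± 1.63 (mean log2 signal ± SD, n = 11 lines), a log2 fold change of 1.44 (SE 0.47, adjusted p = 0.0389 from limma), and was higher in 7 lines. FZD8, a Wnt receptor, rose from 8.05 ± 0.58 to 9.27 ± 1.11 (1.22, SE 0.30, adjusted p = 0.00761 from limma). Of its treated arrays, 2 had a signal above the array median. PPP1R14A, an inhibitor of myosin phosphatase, rose from 9.13 ± 0.60 to 10.31 ± 1.09 (1.18, SE 0.32, adjusted p = 0.0145 from limma), and 10 of 11 lines went up. KCNH2 encodes a voltage-gated potassium channel and has 2 elements that moved in opposite directions. The brighter element rose from 11.09 ± 1.80 to 12.56 ± 0.89 (1.47, SE 0.39, adjusted p = 0.0139 from limma). The other fell by 0.81 (SE 0.18, adjusted p = 0.00439 from limma) and was higher in 0 lines. The transcription factors NR4A2 and KLF9 rose by 1.45 (SE 0.34) and 1.38 (SE 0.41), and MTSS1, which binds actin, by 1.21 (SE 0.37). In DSP and FZD8 no untreated array exceeded the array median (0 of 11).

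**Figure D3:**
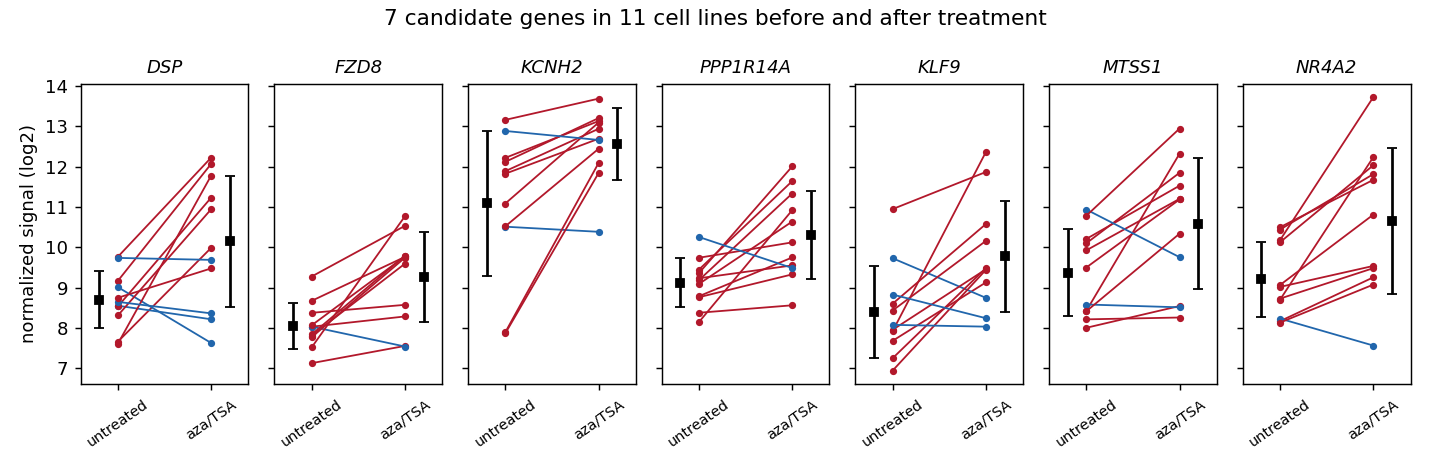
Normalized log2 signal of 7 candidate genes in each of 11 cell lines, untreated and after aza/TSA. Lines join the 2 cultures of a cell line, red where the treated signal is higher and blue where it is lower; black squares and bars are the mean and SD over 11 lines. KCNH2 is shown by its brighter element. DSP is higher in 7 lines and PPP1R14A in 10.

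With the mean over the elements of a gene, KCNH2 no longer passed the test (log2 fold change 0.33), and KLF9 did not with values floored at the 25th percentile (0.85). With this floor FZD8 still passed, at a smaller log2 fold change of 0.76. Without the cell line as a block, DSP, KCNH2, KLF9, MTSS1 and NR4A2 did not pass. That fit ignores the pairing and counts the differences between lines as error.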

**Table 2:** Methylation status of candidate genes in 18 B-cell lymphoma cell lines.

	BL41	HLY-1	K422	Namwalwa	NUDHL1	Ocily-10	Ocily-19	Ocily-2	Ocily-3	Ocily-7	Raji	Ramos	Ros-50	SC-1	Sudhl10	Sudhl4	Sudhl6	U2932	Methylation (%)
**PPP1R14A**	M	U/M	M	M	M	U/M	M	M	M	M	M	M	M	M	M	M	M	U/M	**100**
**DSP**	U/M	M	M	M	U/M	U/M	U/M	U/M	M	U/M	M	U/M	U/M	U/M	U/M	M	U/M	U	**94**
**FZD8**	M	M	M	U/M	M	M	M	M	U	M	M	M	U/M	M	M	M	M	U	**89**
**NR4A2**	U/M	U/M	U/M	U/M	U/M	U	U/M	U/M	U	U/M	M	M	U/M	U/M	U/M	U/M	U/M	U/M	**89**
**MTSS1**	U/M	U/M	U/M	U/M	U/M	U	U/M	U/M	U	U/M	U/M	U/M	U/M	U	U/M	U/M	U/M	U/M	**83**
**KCNH2**	M	U/M	U/M	U/M	U	U/M	M	U/M	U/M	U	U/M	M	U/M	U/M	U	U/M	U/M	U	**78**
**KLF9**	U/M	U	U/M	U/M	U/M	U/M	U	U/M	U/M	U/M	U/M	U/M	U	U	U/M	U/M	U/M	U	**72**
PTPN12	U/M	M	U	U	U	U/M	U	U/M	U/M	U/M	M	U/M	U	U/M	U/M	U	U	U	56
JAM3	U	U/M	U	U/M	U	U/M	U	U/M	M	U/M	M	U/M	U/M	U	U	U/M	U	U	56
TRIM36	U/M	U/M	M	U/M	U/M	U	U/M	U	U	U/M	M	U/M	U	U	U	U	U	U	50
MYLIP	U	U	M	U/M	U/M	U	U	U/M	U/M	U	U	M	U/M	U	M	U/M	U	U	50
AREG	U	U	U	U/M	U	U	U	U/M	U	U/M	U/M	U/M	U	U	U	U	U	U	28
KLF2	U	U	U	U	U	U	U	U	U/M	M	M	M	U	U	U	U/M	U	U	28
EPHA4	U	U/M	U	U	U/M	U	U	U	U	U	U/M	U/M	U	U	U	U	U/M	U	28
GNG7	U	U	U	U	U	M	U	U	M	U	U	U	U	U	U	U	U	U/M	17
RGS2	U	U	U	U	U	U	U/M	U	U	U	U/M	U	U	U	U	U	U	U	11
TMED	U	U	U	U	U	U	U	U	U/M	U	U	U/M	U	U	U	U	U	U	11
C10orf118	U	U	U	U	U	U	U	U	U	U	U/M	U	U	U	U	U	U	U	6
COMMD6	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
DUSP1	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
FOS	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
HERC1	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
JUN	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
JUNB	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
JUND	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
PITHD1	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
TXNIP	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0
WBSCR16	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	U	0

MSP analysis of 28 gene promoters in 18 B-cell lymphoma cell lines. Abbreviations: M, methylated promoter region; U, unmethylated promoter region; U/M partially methylated promoter region. Genes are sorted according to their methylation frequency in the cell lines.

### 3.2 Analysis of Methylation Candidates in Cell Lines Using Methylation Specific PCR (MSP)

The promoter region of the top 30 candidate genes were first analyzed for the presence of CpG-islands. With the exception of *CD69* and *SLC2A3*, all candidate genes had a promoter CpG-island. The majority of the analyzed genes displayed variable promoter methylation frequencies among the 18 B-cell lymphoma cell lines (Table 2 and Figure S1), and were unmethylated in normal B cells. Seven genes (*DSP*, *FZD8*, *KCNH2*, *KLF9*, *MTSS1*, *NR4A2,* and *PPP1R14A*) were individually methylated in more than 70% of the cell lines, and were further subjected to quantitative methylation analysis in patient and normal samples.

### 3.3 Bisulfite Sequencing of Promoter CpG Sites

The methylation status of the individual CpG sites in parts of the promoter of the candidates (*DSP*, *FZD8*, *KLF9*, *MTSS1,* and *NR4A2*) was analyzed by bisulfite sequencing in order to guide the design of qMSP assays so that the primer and probe binding sites include frequently methylated CpG sites. For *PPP1R14A* we used a qMSP assay previously designed by us. The bisulfite sequencing results are visualized in Figure S2, along with the result of the individual MSP analyses and the location of primers and probes of the qMSP assays. Furthermore, the bisulfite sequencing revealed a high bisulfite conversion rate, since all non-CG cytosines were converted to thymines.

### 3.4 Quantitative Methylation Analysis of Patients and Healthy Donors

By qMSP we analyzed the promoter methylation status of *KLF9*, *MTSS1*, *NR4A2, KCNH2, DSP, FZD8,* and *PPP1R14A* in 37 NHL patients and CD19^+^-B-cells from 10 healthy donors. The overall promoter methylation across all analyzed NHL types was 11% (4/37), 19% (7/37), 22% (8/37), 22% (8/36), 28% (10/36), 67% (24/36), and 78% (28/36), respectively (Figure 3 and Table 3). All genes were unmethylated (PMR = 0) in CD19^+^-B-cells from healthy donors.

**Figure 3:**
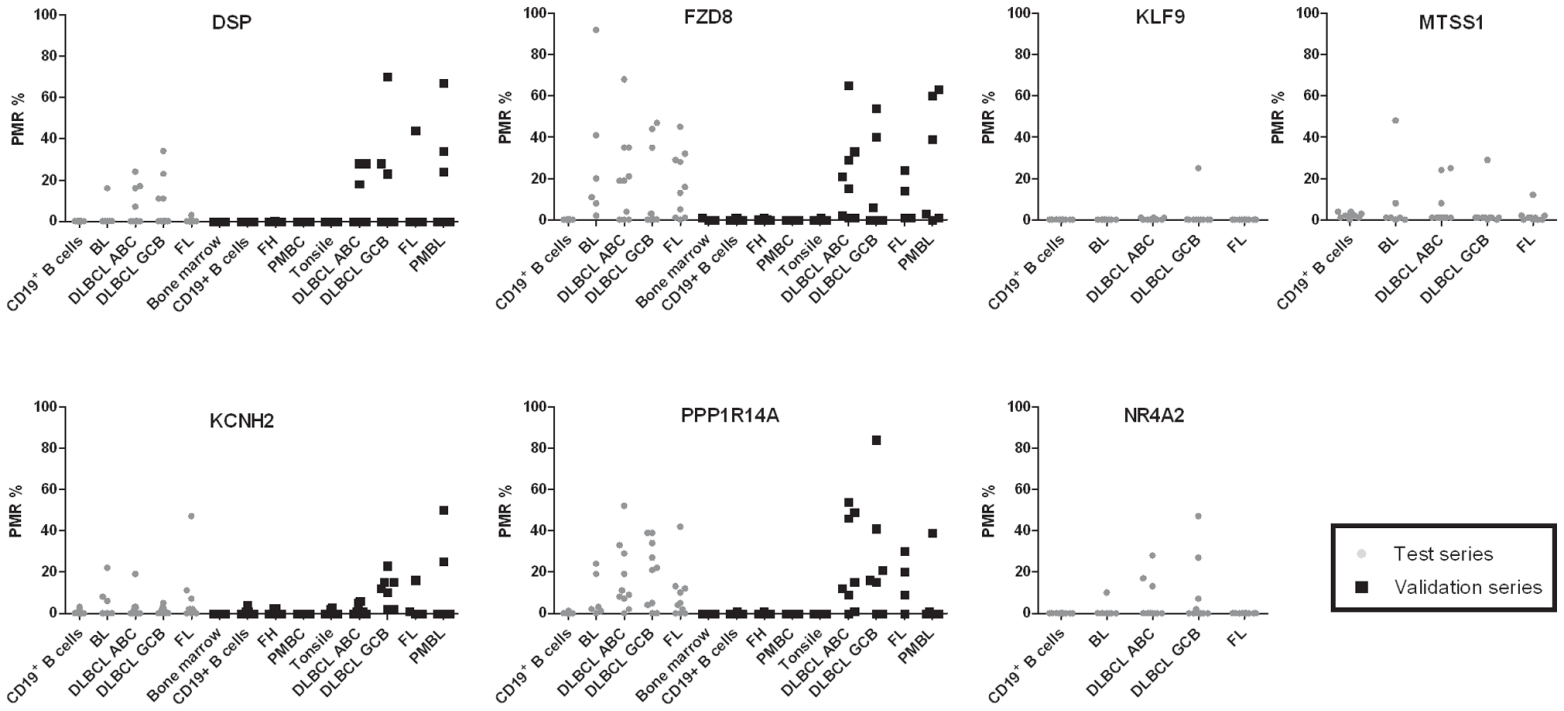
Percent promoter methylation of the analyzed genes in the test and validation series. Each point represents one patient tumor sample. Abbreviations: BL, Burkitt`s lymphoma; DLBCL ABC, activated B-cell like diffuse large B-cell lymphoma; DLBCL GCB, germinal centre B-cell like diffuse large B-cell lymphoma; FL, follicular lymphoma; PBMC, peripheral blood mononuclear cells; PMBL, primary mediastinal B-cell lymphoma PMR, percent methylated reference.

**Table 3:** Methylation frequencies and range of PMR values (brackets) assessed by qMSP in the clinical test and validation sets.

Test series	BL	DLBCL ABC	DLBCL GCB	FL	NHL
***DSP***	1/6 (17%)	4/10 (40%)	4/10 (40%)	1/10 (10%)	10/36 (28%)
	[16]	[7]–[24]	[11]–[34]	[3]	[3]–[34]
***FZD8***	6/6 (100%)	7/10 (70%)	4/10 (40%)	7/10 (70%)	24/36 (67%)
	[2–92]	[4–68]	[3–47]	[5]–[45]	[2–92]
***KCNH2***	3/6 (50%)	1/10 (10%)	1/10 (10%)	3/10 (30%)	8/36 (22%)
	[6]–[22]	[19]	[5]	[7–47]	[5–47]
*KLF9*	0/7 (0%)	3/10 (30%)	1/10 (10%)	0/10 (0%)	4/37 (11%)
	[0]	[1]	[25]	[0]	[1]–[25]
*MTSS1*	2/7 (29%)	3/10 (30%)	1/10 (10%)	1/10 (10%)	7/37 (19%)
	[8–48]	[8]–[25]	[29]	[12]	[8–48]
*NR4A2*	1/7 (14%)	3/10 (30%)	4/10 (40%)	0/10 (0%)	8/37 (22%)
	[10]	[13]–[28]	[2–47]	[0]	[2–47]
***PPP1R14A***	4/6 (67%)	9/10 (90%)	8/10 (80%)	7/10 (70%)	28/36 (78%)
	[2]–[24]	[2–52]	[4]–[39]	[2]–[42]	[2–52]
***combined biomarker panel***	**(6/6) 100%**	**(10/10) 100%**	**(8/10) 80%**	**(10/10) 100%**	**(34/36) 94%**
**Validation series**	**DLBCL ABC**	**DLBCL GCB**	**FL**	**PMBL**	**NHL**
***DSP***	3/8 (38%)	3/7 (43%)	1/4 (25%)	3/6 (50%)	10/25 (40%)
	[18]–[28]	[23–70]	[44]	[24–67]	[18–70]
***FZD8***	6/8 (75%)	3/7 (43%)	2/4 (50%)	4/6 (67%)	15/25 (60%)
	[2–65]	[6–54]	[14]–[24]	[3–63]	[2–65]
***KCNH2***	2/8 (25%)	5/7 (71%)	1/4 (25%)	2/6 (33%)	10/25 (40%)
	[5]–[6]	[10]–[23]	[16]	[25–50]	[5–50]
***PPP1R14A***	6/8 (75%)	5/7 (71%)	3/4 (75%)	1/6 (17%)	15/25 (60%)
	[9–54]	[15–84]	[9]–[30]	[39]	[9–84]
***combined biomarker panel***	**(7/8) 88%**	**(6/7) 86%**	**(3/4) 75%**	**(4/6) 67%**	**(20/25) 80%**

The various healthy controls were unmethylated in all analyzed markers. Genes in bold (*DSP*, *FZD8*, *KCNH2*, *PPP1R14A*) are included in the combined biomarker panel. Abbreviations: Burkitt`s lymphoma (BL), diffuse large B-cell lymphoma (DLBCL) activated B-cell type (ABC), germinal center B-cell type (GCB), follicular lymphoma (FL), primary mediastinal B-cell lymphoma (PMBL) and non-Hodgkin lymphoma (NHL).

The four best-performing candidates from the test series (*DSP, FZD8*, *KCNH2,* and *PPP1R14A*) were further subjected to promoter methylation analyses in a validation series, which included additional NHL samples (*n = *25) and healthy controls (bone marrow, tonsils, peripheral blood mononuclear cells and follicular hyperplasia samples, *n = *42). We applied the threshold for scoring methylation-positive samples from the test series and found the following individual promoter-methylation frequencies of *DSP*, *FZD8*, *KCNH2,* and *PPP1R14A* across the different NHL types in the validation series: 40% (10/25), 60% (15/25), 40% (10/25), and 60% (15/25), respectively (Figure 3 and Table 3). All genes were unmethylated in the analyzed healthy controls (100% specificity). Across the test and validation series 54 of the 61 successfully analyzed patients had methylation of one or more genes in the panel (*DSP, FZD8, KCNH2*, and *PPP1R14A*) reaching a sensitivity of 89% and a specificity of 100%.

### 3.5 Receiver Operating Characteristics Curves

The PMR values from the qMSP analysis were used to generate receiver operating characteristics (ROC) curves. Due to low methylation frequencies, the genes *KLF9*, *MTSS1,* and *NR4A2* were only analyzed in the test series, resulting in an area under the ROC curve (AUC) of 0.17, 0.34, and 0.44, respectively. The remaining genes *DSP*, *FZD8*, *KCNH2,* and *PPP1R14A* were analyzed in both the test and validation series and showed an individual AUC of 0.55, 0.85, 0.59 and 0.89, respectively across both series (Figure 4a). The combined panel of *DSP*, *FZD8*, *KCNH2,* and *PPP1R14A*, based on the sum of the PMR values, generated an AUC of 0.96 (Figure 4b).

**Figure 4:**
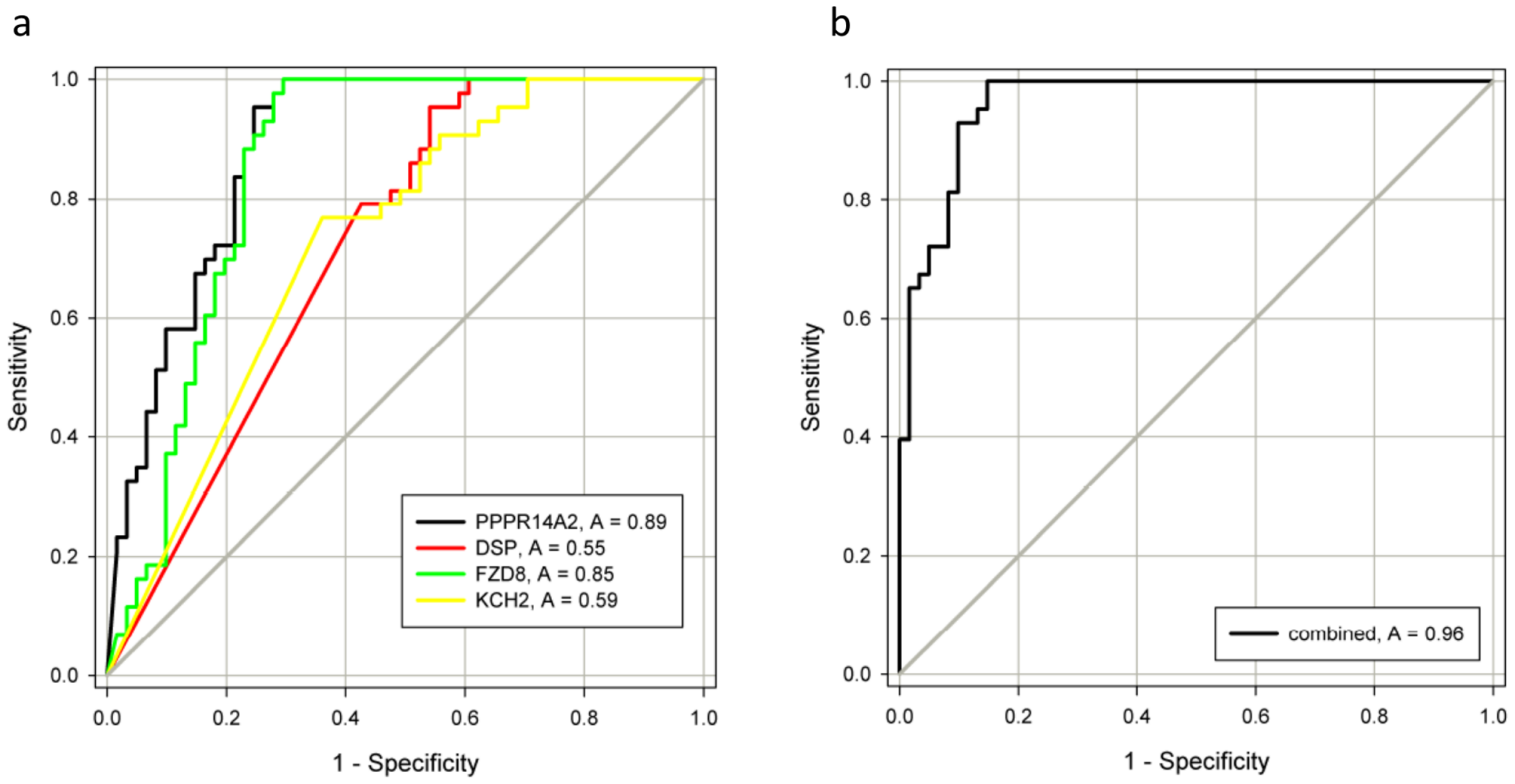
Receiver Operating Characteristics (ROC) curves for individual and combined markers in lymphoma patients versus healthy donors. The area under the ROC curve (AUC) represents how accurate the individual and combined biomarkers can discriminate between lymphomas and normal controls. A) Individual genes. B) The combined gene panel.

## Discussion

We have previously established a stepwise experimental approach to identify novel methylated biomarkers in colorectal cancer (CRC) [27]–[29]. In the present study, we used a similar approach, and combined gene expression data from a large panel of lymphoma cell lines treated with a demethylating agent with the gene expression in NHL patient biopsies and normal peripheral blood B cells from healthy controls. Using this approach we successfully identified novel methylated genes in NHL. Four genes, *DSP*, *FZD8*, *KCNH2,* and *PPP1R14A* were frequently methylated across the major NHL types. The combination of these four genes could successfully discriminate NHL samples (89%) from healthy controls (normal B lymphocytes isolated from blood, bone marrow samples, peripheral blood mononuclear cells, tonsils and follicular hyperplasia samples) as shown by Receiver Operating Characteristic analysis with a c-statistic (area under the curve) of 0.96.

Cancers generally harbor several hypermethylated promoter regions [30], and different methodological approaches are expected to identify various subsets of these. In spite of the numerous methylated genes identified so far only a limited number have high enough performance to qualify as biomarkers. In this study, we identified several methylated genes in lymphoma and/or lymphoma cell lines. Interestingly several of these have previously been shown to be altered in other types of cancers. *MTSS1* and *DSP* are known tumor suppressor genes and are together with *PPP1R14A,* also methylated in lung-, colorectal- and gastric cancer [27], [31]–[33]. However, this is, to the best of our knowledge, the first time *DSP*, *FZD8*, *KCNH2, MTSS1,* and *PPP1R14A* have been reported to be methylated in lymphoma. No cancer-relevant role has so far been reported for the *PPP1R14A* gene, which encodes a protein phosphatase, and is involved in regulating the contraction in smooth-muscle tissue. The gene *KCNH2*, also known as *hERG1*, encodes a potassium channel and has been shown to regulate cell proliferation, apoptosis, cell invasion, and angiogenesis by modulating several biochemical pathways [34]. These effects are mediated by *KCNH2* recruitment into the plasma membrane as well as by an interaction with integrins and growth factors [35]. Interestingly, the gene with the second highest methylation frequency in the present study, Frizzled family receptor 8 (*FZD8)*, is involved in the Wnt signaling pathway, which is frequently altered among several cancer types, including leukemia and CRC [36], [37]. DSP has also been shown to be involved in the Wnt signaling pathway [32] and has been shown to be expressed in gastro-intestinal follicular lymphoma, a subtype with a favorable prognosis [38]. The prognostic value of all genes in general and *DSP* in particular was tested in our sample cohort. We separated the lymphoma patients into two groups according to methylation status of the gene promoter. However, no prognostic differences were found (data not shown). This is not surprising, considering the small sample series which represents a limitation to the present study. A second limitation is the use of CD19^+^-B-cells as normal controls. Recently, it has been shown that epigenetic heterogeneity is initiated in normal germinal centre B-cells and increases markedly with disease aggressiveness in germinal centre-derived lymphomas [39], [40]. Normal flow-sorted germinal centre B cells could have been an alternative control and would undoubtedly have led to a different candidate gene list. However, CD19^+^ peripheral blood B cells are easy to access and are therefore widely used [41]. Furthermore, we wanted to identify genes which were methylated in lymphoma but not in normal blood or bone marrow cells, to be able to examine the potential for detecting small amounts of neoplastic B cells in blood or bone marrow in future studies.

In contrast to most other studies [14], [42], we have identified several genes which were methylated across NHL types. This includes the primary mediastinal B-cell lymphomas which in general were less frequently methylated for the combined biomarker panel compared with the other NHL types. Interestingly, these lymphomas have a gene expression pattern that resembles that of Hodkin’s lymphoma. Considering the significant molecular, phenotypical and clinical differences between the various lymphoma types, the “universal DNA methylation markers” identified here could potentially be useful for the screening or monitoring of NHL patients. However, this would require a standardized and sensitive test for the analysis of blood or bone marrow samples. A proof of principle has been shown in a study by Tao et al., where the *DLC1* methylation status was analyzed in serum from patients with Hodgkin’s lymphoma [18]. Furthermore the usage of DNA methylation as a biomarker has been shown in sputum for lung cancer, urine sediments for bladder and prostate cancer and stool and plasma for colorectal cancer [43]–[46].

In conclusion, we have discovered novel methylated target genes with high sensitivity and specificity across several lymphoma types.

## Supporting Information

Figure S1 **Representative results from methylation-specific PCR analysis of cancer cell lines.** Representative examples of methylation status of *KCNH2, PPP1R14A, FZD8*, and *NR4A2* in five B-cell lymphoma cell lines (BL41, Ocily7, K422, Ramos, and SUDHL10). NB and IVD are positive controls for the unmethylated and methylated reaction, respectively. A visible PCR product in Lanes U indicates the presence of unmethylated alleles whereas a PCR product in Lanes M indicates the presence of methylated alleles. Abbreviations: IVD, *in vitro* methylated DNA; L, ladder: M, lane for methylated MSP product; NB, normal blood; U, lane for unmethylated MSP product.
(PDF)

Figure S2 **Bisulfite sequencing results of B-cell lymphoma cell lines.** For each gene, the upper panel includes a representative part of the bisulfite sequencing electropherogram. Beneath is a schematic presentation of the individual CpG sites (vertical bars) in the area of transcription start amplified by the bisulfite sequencing primers. The qMSP and MSP primer and probe binding sites are indicated (arrows and straight line, respectively) along with the transcription start site (represented by +1). Twelve cell lines have been sequenced. Each sequenced CpG site is represented by a circle. The color white, gray and black indicates an unmethylated, partial methylated and fully methylated site, respectively. The column in the right side of each panel lists the methylation status for individual samples from MSP analyses. Abbreviations: U, unmethylated; M, methylated and U/M partially methylated.
(PDF)

Table S1 **PCR primer and probe sequences for methylation specific PCR, bisulfite sequencing, and quantitative methylation specific PCR.** Abbreviations: BSP, bisulfite sequencing primers; M, methylated reaction; MSP, methylation specific PCR; qMSP, quantitative methylation specific PCR; U, unmethylated reaction.
(PDF)

Table S2 **Threshold for calling samples as methylated or unmethylated based on the PMR value.** For each gene, samples with PMR values equal to and greater than the indicated threshold were scored as methylated. Samples with lower values were scored as unmethylated. Abbreviations: PMR, percent methylated reference.
(PDF)

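The array measured 29 of the 30 listed genes by at least 1 named element. 4 genes have several: CCDC186, which the table lists as C10orf118, has 3, and COMMD6, KCNH2 and RCC1L, listed as WBSCR16, have 2 each. Both COMMD6 elements, for a gene the table places at 13q22, rose, with log2 fold changes of 1.30 (SE 0.21) and 1.23 (SE 0.22) after aza/TSA in the 11 cell lines. Of the CCDC186 elements (10q25.3 in the table), the brightest rose by 1.17 (SE 0.29, adjusted p = 0.00964 from limma), and the others had values of 0.65 (adjusted p = 0.128 from limma) and 0.45 (adjusted p = 0.315 from limma). Among the genes with a single element, RGS2 (1q31) rose by 1.88, SLC2A3 (12p13.3) by 1.70, GNG7 (19p13.3) by 1.59, PTPN12 (7q11.23) by 1.44, PITHD1 (1p36.11) by 1.43, HERC1 (15q22) by 1.16 and TMED2 (12q24.31) by 1.08. JUN (1p32-p31), another AP-1 subunit, rose by 1.70 and JUND (19p13.2) by 1.42. In the unpaired fit without the cell line as a block, CCDC186, SLC2A3 and GNG7 did not pass the test, nor did GNG7 with median scaling (1.41). All locations are those of the table.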

Table S3 **Top 30 identified candidate genes for DNA methylation in NHL.** Gene symbol, full gene name and chromosomal location are listed. All genes with CpG islands were subjected to MSP analysis in B-cell lymphoma cell lines. Genes in bold were further validated in clinical patient material by qMSP analysis.
(PDF)

# Supplementary material for: Identification of Highly Methylated Genes across Various Types of B-Cell Non-Hodgkin Lymphoma
**Source:** PLoS One. 2013 Nov 19;8(11):e79602. doi: 10.1371/journal.pone.0079602
**Supplement:** Table S2 — Threshold for calling samples as methylated or unmethylated based on the PMR value. For each gene, samples with PMR values equal to and greater than the indicated threshold were scored as methylated. Samples with lower values were scored as unmethylated. Abbreviations: PMR, percent methylated reference.

Table S2

	Treshold
COMMD6	1
DSP	1
FZD8	1
KCNH2	4
KLF9	1
MTSS1	4
NR4A2	1
PPP1R14A	1

# Supplementary material for: Identification of Highly Methylated Genes across Various Types of B-Cell Non-Hodgkin Lymphoma
**Source:** PLoS One. 2013 Nov 19;8(11):e79602. doi: 10.1371/journal.pone.0079602
**Supplement:** Table S3 — Top 30 identified candidate genes for DNA methylation in NHL. Gene symbol, full gene name and chromosomal location are listed. All genes with CpG islands were subjected to MSP analysis in B-cell lymphoma cell lines. Genes in bold were further validated in clinical patient material by qMSP analysis.

Table S3

**Gene**	**Gene name**	**Location**
AREG	Amphiregulin	4q13.3
C10orf118	Chromosome 10 open reading frame 118	10q25.3
CD69	CD69 molecule	12p13
COMMD6	COMM domain containing 6	13q22
**DSP**	Desmoplakin	6p24
DUSP1	Dual specificity phosphatase 1	5q34
EPHA4	EPH receptor A4	2q36.1
FOS	FBJ murine osteosarcoma viral oncogene homolog	14q24.3
**FZD8**	Frizzled family receptor 8	10p11.21
GNG7	Guanine nucleotide binding protein, gamma 7	19p13.3
HERC1	HECT and RLD domain containing E3 ubiquitin protein ligase family member 1	15q22
JAM3	Junctional adhesion molecule 3	11q25
JUN	Jun proto-oncogene	1p32-p31
JUNB	Jun B proto-oncogene	19p13.2
JUND	Jun D proto-oncogene	19p13.2
**KCNH2**	Potassium voltage-gated channel, subfamily H, member 2	7q36.1
KLF2	Kruppel-like factor 2	19p13.11
**KLF9**	Kruppel-like factor 9	9q13
**MTSS1**	Metastasis suppressor 1	8p22
MYLIP	Myosin regulatory light chain interacting protein	6p23-p22.3
**NR4A2**	Nuclear receptor subfamily 4, group A, member 2	2q22-q23
PITHD1	PITH domain containing 1	1p36.11
**PPP1R14A**	Protein phosphatase 1, regulatory subunit 14A	19q13.1
PTPN12	Protein tyrosine phosphatase, non-receptor type 12	7q11.23
RGS2	Regulator of G-protein signaling 2	1q31
SLC2A3	Solute carrier family 2 , member 3	12p13.3
TMED2	Transmembrane emp24 domain trafficking protein 2	12q24.31
TRIM36	Tripartite motif containing 36	5q22.3
TXNIP	Thioredoxin interacting protein	1q21.1
WBSCR16	Williams-Beuren syndrome chromosome region 16	7q11.23

How the deposited data were processed for this re-analysis (not part of the article)

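Gene expression arrays of 11 B-cell lymphoma cell lines were analysed, 1 untreated culture and 1 culture treated with 5-aza-2'-deoxycytidine and trichostatin A per line, 22 arrays in all. The arrays of patients and normal B cells and the MSP and qMSP measurements were not analysed here, apart from the MSP calls of Table 2, which were set against the arrays as the paper's values. All columns could be assigned to a line and a condition from the labels (0 unmapped).

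The authors deposited raw signals of the Applied Biosystems array, which are intensity values on a linear scale read by the manufacturer's analyzer, with 32878 elements per array, all above 0. The settings of the image analysis are not given in the sources used here. The authors also deposited a table of log2 values, made with ABarray and Bioconductor, which the files show to be the signals after quantile normalization between arrays. All its columns have a median of 10.18, it is not centred by element, and it holds levels, not ratios. Log2 values were computed here from the deposited intensity values by the same quantile normalization. They equal the table to a largest difference of 5.0e-09. No filter on dim elements was applied in the main results. Elements were named through the platform annotation, with symbols updated by Entrez identifier in a RefSeq gene table of GRCh38.p14; no coordinates were taken from it. An element with several symbols names no gene. Where a gene has several elements, the element with the highest mean over all arrays stands for it.

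The count of the study repeats its own rule, at least 2-fold higher in at least 6 of 11 lines. Each element was also tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 values, cell line as a block, two-sided, Benjamini-Hochberg at 0.05 over all elements). The lymphoma types were compared by limma's F-test on the 11 differences. The untreated and treated arrays of a line pair because they come from the same cell line. Deviations of the 2 arrays of a line from the means of their groups correlated between 0.361 and 0.585, against at most 0.180 for arrays of different lines, and 11 of 11 lines correlated best with their own partner. The number of arrays limits the precision; the arrays give no counts.

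The named genes are the 30 genes of Table S3 and the genes the introduction and discussion name, the 10 largest increases and 10 largest decreases among genes past the threshold that changed the same way in all 11 lines and were detected, and the 2 members of each list with the largest change past the threshold, with counterexamples. Detected means above the array median in at least 6 arrays of the higher group, since the files used give no signal to noise ratio. This rule, the gene lists, the tests and most alternatives were fixed before the data were examined; values in the paper's tables had been seen. The 26 lists hold 500 genes, of which 440 were found by name. Lists were tested with camera (preset correlation 0.01, then an estimated correlation) and fry, with Benjamini-Hochberg adjustment over the lists. Fry asks whether the genes of a list move, on balance, one way, and does not compare them with other genes.

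MSP calls of Table 2 (M or U/M as methylated, U as unmethylated) were compared with the arrays for the genes with at least 2 lines of each status, by a two-sided permutation test of whole lines with 100000 resamples. The scripts were tested on simulated data. For treatment, with 200 of 32878 elements changed, limma recovered 0% at 1.5-fold, 40.5% at 2-fold and 91% at 4-fold, with 0, 4 and 7 false calls, and the 2-fold rule was met by 229 to 235 elements that had not been changed. For the lymphoma types 0%, 22% and 59.5% were recovered at 4-fold, 8-fold and 16-fold. A gene list lowered by 1 log2 unit was called and 0 others were. The simulated noise was independent between elements. In the data the estimated correlation was 0.14 for B cell identity genes and 0.38 for germinal centre genes. The simulation therefore cannot show how often camera calls lists of correlated genes by chance.

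The alternatives were median scaling, no normalization, the deposited table, only detected elements, a floor at the 25th percentile, a variance trend, no block, other folds (1.5 and 3) and numbers of lines (5 and 7), each line left out in turn, lines in RPMI medium only, the mean over the elements of a gene, and other readings of U/M. Chosen after seeing the data were quantile normalization of log2 values, the 8 lines without HLY-1, OciLy10 and SUDHL4, the rule at 5 of 9 lines in RPMI medium, the MSP comparison without the 2 genes with the largest difference, and an exact test over sign flips of the lines for the gene lists.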

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

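In this part the exact sign-flip test of the lists was chosen after the results were seen; the tests of the B cell identity genes and of other splits of the arrays were set down before their results.

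The paper reports on elements that rose, and the following signals lie wholly or mostly outside the genes it discusses; of the 29 immediate-early and AP-1 genes, 10 are among the paper's candidates. By the same rule in the other direction, 1908 elements were lower after aza/TSA. The 11 other lists that camera called with its preset correlation had median log2 fold changes of 2.23 (metallothioneins), 2.06 (genes that respond to histone deacetylase inhibitors), 1.16 (immediate-early and AP-1 genes), 0.90 (cancer-testis antigens), 0.59 (neuronal markers), 0.50 (interferon-stimulated genes), 0.35 (epithelial markers), -0.42 (proliferation genes), -1.18 (plasma cell genes), -1.68 (B cell identity genes) and -1.75 (germinal centre genes). With an estimated correlation only the genes that respond to histone deacetylase inhibitors kept the call among these 11 (adjusted p = 0.00650 from camera), and the others had an adjusted p between 0.0697 and 0.451.

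The fall of B cell identity genes was weighed further. It was not a general fall of bright elements: 10000 random lists matched on untreated level had medians between -0.65 and 0.48, and 0 of them lay as low as -1.68. Quantile normalization did not make it either, since without normalization between arrays the median of the list minus that of all genes was -1.70 ± 0.49 (SD, n = 11 lines) and at most -1.01 in any line. A response of these cells to the drugs remains a hypothesis, and a change in the RNA of dying or arrested cells was not tested. Which of the drugs lowers these genes was not tested, because no culture received a single drug.

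Treated and untreated arrays were swapped within lines at random, in 100 splits with the real one included. A count of elements up by the rule as large as the real 2143 came from 1 split (highest other 1961), and one as large as 1908 down from 2 (highest other 1961). For limma, counts as large as 3674 up and 4064 down came from 1 split each (highest other 2197). At most 2 of the 100 splits gave a count as large, so chance alone is an unlikely source of these 4 counts. This does not tell which single elements changed. The highest others came from splits that swap 1 line. A split and its mirror are the same split, so the larger of its counts up and down was taken.

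For the number of gene lists that camera called, 6 of 100 splits gave at least 12 (highest other 13). In all of these at most 3 lines differ from the rest, so they keep most of the treatment contrast. They therefore cannot decide whether chance gives that number. Splits that swap 5 lines called a median of 1 list and at most 6. An exact test over all 2048 sign flips of the lines asks only whether the mean of a list differs from that of all genes in the same way across lines; it called 21 of 26 lists, small shifts included, and 9.8e-04 is the smallest p it can give. It is no stronger evidence for a list than camera's result. For lymphoma types the real count was 0 elements (highest other 2), which all 100 relabelings reach by construction, so they say nothing about a difference.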

How the results depend on the processing

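Quantile normalization of log2 values, the 8 lines without HLY-1, OciLy10 and SUDHL4, the rule at 5 of 9 lines, the MSP genes without the 2 largest differences and the exact sign flips were chosen after the results were seen. The counts of elements up and down by the rule and by limma stayed within 1.5 times their main value in each setting except these. With 1.5-fold, 4422 elements were up and 5090 down, and with 3-fold 913 and 543. With no replicate block limma called 2059 up and 2136 down; the cell lines pair the arrays, and the unpaired fit ended the calls of 17 named genes and of 0 gene lists. The 17 are CCDC186, DSP, GNG7, KCNH2, KLF9, MTSS1, NR4A2, SLC2A3, CDKN2A, FAS, CD27, TAP2, HLA-E, PLAGL1, LCK, IL7R and PPIA. The calls of CDKN2A, CCN2, HLA-E, PLAGL1 and PPIA were lost in the 8 lines. BCL2 passed the test with median scaling, only detected elements, the floor and the mean over elements, CCND1 with the first 2 of these, and JUNB with only detected elements, the floor, a variance trend, the mean over elements and the 8 lines. Median scaling moved the median of all elements from -0.03 to -0.15 and the share of limma's calls that are up from 47.5% to 31.6% (2603 up, 5637 down); without normalization the share was 40.1%. Dim elements limit the folds: in 967 elements that met the rule the untreated signal was below the array median.

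Of the candidates, 12 met the rule at 3-fold. With median scaling 19 met it, without COMMD6, GNG7, HERC1, JUNB, JUND, KCNH2 and TMED2. Without the 2 lines in other medium 17 met it at 6 of 9 lines, a stricter share, and 24 at 5 of 9. Elements that differed between lymphoma types numbered 2 with only detected elements and 1 with the floor (S100Z and VPS35L, named after their values were seen), and 0 to 1 with each line left out (1, S100Z, without SUDHL4 and without SUDHL6). Camera called 2 lists with an estimated correlation, and the exact sign flips called 21.

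For the MSP calls, the response was -0.70 (p = 0.0254, permutation test) with the floor, -0.58 (p = 0.292, permutation test) for M against U, -0.059 (p = 0.875, permutation test) for M against the rest, and -0.76 to -0.43 with each line left out. The untreated level was -0.68 (p = 0.0689, permutation test) for M against the rest, -0.52 (p = 0.0523, permutation test) in the 8 lines, -0.37 (p = 0.170, permutation test) without the 2 genes with the largest difference, and -1.04 to -0.50 with each line left out. Leaving out a line also drops any gene left with fewer than 2 lines of a status.

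Values that reversed are of results that limma and camera did not call. DAPK1 was 0.13 in the 8 lines. DLC1 was 0.019 without normalization, 0.0062 with the floor, 0.14 with the mean over elements and 0.052 in the 8 lines. HLA class II genes were -0.13 with median scaling, -0.043 without normalization and -0.060 by sign flips, and their median of 0.21 with no replicate block goes with a camera direction of down. Myeloid markers were -0.12 with the mean over elements and -0.018 by sign flips. The median of the p53 targets, a list that fry called up, was just under 0 with median scaling, with camera's direction still up. The cause was not tested.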

Differences from the paper's values

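All settings named here other than the 8 lines and the rule at 5 of 9 lines were set before the data were examined. The paper counts 2027 upregulated array elements and 2143 were found here at the paper's thresholds, a ratio below 1.5; no setting that was run gave exactly the paper's count.

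The paper presents 30 candidates as upregulated in at least 6 lines. Here 26 of the 29 with a named element met that rule, DSP, FZD8, KLF9, MTSS1, NR4A2 and the brighter KCNH2 element among them. With only detected elements DSP, FZD8 and KLF9 no longer met it, with the floor KLF9, with at least 7 lines DSP and KCNH2, and with median scaling, where 19 candidates met it, KCNH2. With the mean over elements KCNH2 did not meet it, in at least 6 of the 9 lines in RPMI medium DSP, KCNH2, MTSS1 and NR4A2 did not, and at 3-fold of these 6 genes only DSP did. With 1 line left out and 6 lines still needed, DSP or KCNH2 no longer met it except without HLY-1 or SUDHL4. Both reached 2-fold in exactly 6 lines, so these losses, like those with at least 7 lines, follow from that count and add no evidence. PPP1R14A and CD69 reached 2-fold in 5 lines. Both met the rule with at least 5 lines and with 1.5-fold, and PPP1R14A also without normalization, where GNG7, HERC1, JUN and TMED2 no longer met it. PPP1R14A met it in the 8 lines without HLY-1, OciLy10 and SUDHL4 as well, a setting chosen after seeing the values that drops 2 of the paper's genes, HERC1 and TMED2. WBSCR16 (RCC1L) was 2-fold higher in 0 lines by its brighter element, with a log2 fold change of -1.78, and in 4 lines by its other element; Fig. 2a, read by eye, shows it rising. For KCNH2, Fig. 2a shows lower signals after treatment. Here 1 element fell by 0.81 and the brighter element rose by 1.47. No setting that was run gave an increase of RCC1L past the rule. Which element the study used for this gene is not known, and 15666 elements are unnamed here.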

Other observations

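In this part the test of whether the MSP status sets the size of the response was chosen after the result was seen, as was the comparison without the 2 genes with the largest difference, and the level after treatment was looked at with no prediction; the tests of random gene sets and of lymphoma type were set down before their results.

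Enzymes that act on chromatin changed in both directions. Of 18 histone deacetylases and sirtuins, 7 rose and 3 fell by limma (7 and 3 when adjusted over the list alone): HDAC11 rose by 1.95 and SIRT2 by 1.86, while HDAC7 fell by 1.67. Of 11 DNA methylation enzymes and readers, 3 rose and 6 fell (3 and 6 over the list alone); the de novo methyltransferase gene DNMT3B rose by 1.72 and MBD2, which binds methylated DNA, fell by 0.99. Of 25 p53 target genes, 7 rose and 4 fell (9 and 5 over the list alone), with SESN1 up by 2.00 and FAS at -1.72. Of 15 BCL2 family genes 1 rose and 4 fell (1 and 5 over the list alone): the proapoptotic BID fell by 1.81, BCL2L1 fell by 1.78, and BAD rose by 0.83. HLA class I and antigen processing genes had 2 up and 4 down of 12 (2 and 4 over the list alone), with PSMB10 at -1.54, TAP2 at -1.40 and HLA-E at 0.84, which did not pass with median scaling (0.54), without normalization (0.63), in the 8 lines without HLY-1, OciLy10 and SUDHL4 (0.94) or without the cell line as a block; HLA class II genes had 0 up and 1 down of 11 (0 and 1 over the list alone), HLA-DOB at -1.75. Camera's adjusted p for these lists was 0.106, 0.423, 0.399, 0.453, 0.399 and 0.795 in this order, so none of them passed the test. The median of the HLA class II list was 0.21 and its mean -0.02, and the median of the p53 targets, 0.26, was just under 0 with median scaling. The BCL2 family had a median of -0.02.

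Of the genes named in the introduction and discussion, the oncogene MYC fell by 3.17 in 11 of 11 lines (adjusted p = 4.0e-06 from limma) and CDKN2A fell by 0.81 (adjusted p = 0.0283 from limma), a call lost in the 8 lines without HLY-1, OciLy10 and SUDHL4 (-0.62). BCL2 (-0.41), CCND1 (-0.60), DAPK1 (-0.06) and DLC1 (-0.02) did not pass the test. BCL2 and CCND1 did with median scaling and with only detected elements, and BCL2 also with the floor and with the mean over its elements (-0.95). DAPK1 exceeded the array median on 0 of 11 untreated and 0 of 11 treated arrays, and DLC1 on 1 and 2. At such dim signals their values say little about whether these 2 genes respond. The list of 6 had 0 up and 2 down (0 and 4 over the list alone; camera's adjusted p = 0.0559). Imprinted genes had 2 up and 2 down of 12 (3 and 2 over the list alone; adjusted p = 0.555), with PHLDA2 at 2.28 and PLAGL1 at -1.24, a call lost in the 8 lines (-0.81). Wnt receptors and antagonists had 3 up of 20 (3 over the list alone; adjusted p = 0.466), FZD4 at 2.29 among them, and desmosome genes 3 up of 14 (3 over the list alone; adjusted p = 0.290), PPL at 1.63 among them. Paralogs of KCNH2 and PPP1R14A, these genes included, had 3 up and 1 down of 11 (3 and 1 over the list alone; adjusted p = 0.515), with KCNH3 at 1.92 and KCNH6 at -1.28. T cell markers had 0 up and 2 down of 14 (0 and 2 over the list alone; adjusted p = 0.466), LCK at -1.62 and IL7R at -1.42, and myeloid markers 0 up and 0 down of 11 by limma (0 and 0 over the list alone; 0 up and 0 down at an unadjusted p under 0.05; adjusted p = 0.941; median -0.05, mean 0.02). Reference genes had 0 up and 1 down of 10 (0 and 1 over the list alone; adjusted p = 0.453), PPIA at -0.41; camera called this list down with median scaling (median -0.59). Without the cell line as a block the calls of CDKN2A, PLAGL1, FAS, TAP2, LCK, IL7R and PPIA were lost, and that of PPIA also in the 8 lines. By fry, which does not compare a list with other genes, 20 of the 26 lists moved on balance one way, 12 up and 8 down.

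The paper's MSP calls of Table 2 were compared with the arrays for the 11 genes with at least 2 methylated and 2 unmethylated lines. Methylated minus unmethylated lines differed in untreated level by a mean of -0.92 log2 units, with lower levels in methylated lines for 9 of 11 genes (p = 0.00838, permutation test, adjusted p = 0.0126 over 3 comparisons). Sets of other induced genes with like levels gave differences between -0.44 and 0.54 in 95% of draws, and 0 of 10000 sets were as low. These sets were not matched on the spread between lines, and the untreated SD was 2.63 for GNG7 and 3.12 for KLF2. They therefore cannot tell what genes of as wide a spread would give. With lines permuted within lymphoma type the p was 0.00942 (permutation test). The mean rests on GNG7 (-3.73) and KLF2 (-3.03): the other 9 genes had a mean of -0.37 (p = 0.170, permutation test), and the median over the 11 genes was -0.43. Without OciLy3 the mean was -0.50 (p = 0.219, permutation test) and without OciLy10 -0.59 (p = 0.0640, permutation test), the 2 lines that grew in another medium. Among the 11 lines, GNG7 is methylated and NR4A2 unmethylated only in these 2. Leaving out either line thus also dropped both genes, so a dependence on the lines cannot be told apart from one on the genes. That promoter methylation lowers these genes may be proposed only as a hypothesis. It did not hold without GNG7 and KLF2 or without either of the 2 lines, and all of these runs leave out GNG7. With GNG7 and all 11 lines kept, the difference did not pass for M against the rest (-0.68, p = 0.0689, permutation test). For M against U it did (-1.16, p = 0.0419, permutation test). The medium stays open as another explanation.

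In the response to treatment, methylated minus unmethylated lines had a mean of -0.60 log2 units, with negative values for 9 of 11 genes, and it did not pass the test (p = 0.0615, permutation test, adjusted p = 0.0615); without HLY-1 it was -0.76 (p = 0.0168, permutation test) and without Ramos -0.73 (p = 0.0469, permutation test). Without each of the other lines it did not pass either, down to -0.43 (p = 0.196, permutation test) without SC-1, and for M against the rest it was -0.059 (p = 0.875, permutation test). Whether methylation by MSP sets the size of the response cannot be told apart from no relation with these lines. The level after treatment differed by -1.52 (p = 3.0e-05, permutation test, adjusted p = 9.0e-05). This is the sum of the differences in untreated level and in response and no further result. Its dependence on single genes and lines was not tested. The difference between methylated and unmethylated lines was thus not narrower after treatment (-1.52) than before it (-0.92). Since the response did not pass its test, this does not decide whether methylation lowers these genes. Of 10 candidates unmethylated in all 11 lines, 8 rose by limma, with a median of 1.42 against 1.45 for the other 17, all of them chosen by the study for rising.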
